A study of Drosophila melanogaster with 18 samples. Its data were reported in "Enteric infection induces Lark-mediated intron retention at the 5′ end of Drosophila genes" (2020).

How the data were processed

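RNA was measured in dissected guts of adult female Drosophila melanogaster, 4 h after feeding on sucrose (Control) or on sucrose with the bacterium Pseudomonas entomophila (Pe). The Gal4 driver Myo1A, which is active in enterocytes, the absorptive cells of the midgut, was combined with a temperature-sensitive Gal80 repressor and crossed to males of 3 kinds: w1118 (the wild-type cross), a UAS hairpin against lark (larkRNAi), or a UAS lark transgene (UASlark). Each of the 6 groups holds 3 libraries, 18 in all. Groups and replicate numbers were read from the sample labels.

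The authors made stranded paired-end libraries, sequenced them on an Illumina NextSeq, trimmed reads with cutadapt, aligned them with STAR to the fifth release of the fly reference and counted reads per gene with HTSeq on an Ensembl annotation of that release. The strand setting of the counting is not given in the sources used here. The deposited values are whole-number counts per gene, not normalised and not pooled. The table holds 14869 genes, of which 1672 had no read in any library, and 13524 identifiers (91%) had a symbol in the name table used. No row stood for unassigned reads. Counts of genes whose annotated spans overlap on opposite strands are uncertain, since the strand setting is not known. Those of genes that overlap on the same strand and of near-identical copies are uncertain too, since HTSeq leaves out reads that it cannot assign to a single gene. Overlaps were looked up in a later annotation (BDGP6), so no coordinates are given. Intron retention cannot be read from counts per gene and was not analysed here.

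Library totals ran from 17.6 to 33.5 M (mega) counts with a median of 25.8 M, and the 10 most abundant genes of a library took 7.85% to 15.4% of its counts. For each pair of replicates a chi-square of the counts per gene was computed, which is near 1 when libraries differ by sampling noise alone. It ran from 34.7 to 845 over 18 pairs, so no replicate was a repeat of another of its group.

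The tests were limma-voom (limma 3.58.1, R 4.3.3) with TMM factors from edgeR 4.0.16, on the 9912 genes whose count exceeded 10 in 3 or more libraries. Adjusted p-values are Benjamini-Hochberg values over these genes, two-sided, and genes with an adjusted p under 0.05 are called changed. Filter, tool and terms follow the study's methods, except that the sample weights it also used are an alternative here. The study kept a single replicate, which is not named in the sources used here, and all 3 were used. The effects of infection, knockdown and overexpression came from an additive fit of genotype and treatment. Contrasts within a genotype or treatment, and their differences (interactions), came from a fit of the 6 group means. The infection effect for each replicate number came from a fit of genotype with replicate number by treatment, whose joint test asks whether that effect differs between numbers. Hand-written gene lists were tested with limma's camera at a preset correlation of 0.01, adjusted over 42 tests. Correlations of fold changes are across genes, which are not independent replicates, and carry no p. Comparisons of both lark genotypes share the w1118 libraries, so 20 simulations of unchanged groups give the value that sharing alone produces.

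Genes named in the text follow a rule set before the data were examined: lark; for each additive effect the 3 largest rises and 3 largest falls among called genes with a mean of at least 5 CPM (counts divided by the library total in M) and the same sign in every same-numbered pair of libraries; the 3 smallest adjusted p-values of each interaction, where any passed; a marker panel; and the transgene marker genes w, y and v. The panel genes esg and Mhc had no identifier paired with the symbol and were not analysed here. The comparisons, the gene lists for the set tests and the alternatives were set at the same stage. Lists of genes of other tissues were written later, after the leading genes of the additive fits had been seen.

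The pairing of libraries by number was taken from the series description, in which the whole experiment was repeated and the repeats are the replicates. Deviations from the group means correlated between Control and Pe libraries of one genotype and number with a median of 0.17 (from -0.28 to 0.44, above 0.1 in 7 of 9 pairs), and between Pe libraries of one number with a median of 0.6 (from 0.33 to 0.82). Between Control libraries of one number the median was -0.03 (from -0.13 to 0.45).

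The fits were tested on simulated counts of the 9912 genes with 200 changed. For the infection effect over all genotypes, limma-voom recovered 144 genes changed 2-fold, with 7 false calls, and 185 changed 4-fold, with 13. For infection in w1118 it recovered 22 and 144, and for infection in replicate 2, 4 and 156. For the interaction of infection and knockdown it recovered 0 genes changed 2-fold, its 1 call being false, and 104 changed 4-fold, with 5 false calls. In these simulations 12.9% to 31.4% of the calls of DESeq2 (1.42.0) were false. The requirement that under 15% of calls be false was limited to simulations with at least 20 calls after that 1 false call had been seen.

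Alternatives were edgeR's quasi-likelihood test, DESeq2, library-size scaling, DESeq2 size factors, no filter, a mean count of at least 50, sample quality weights, a replicate block, a log2 fold change of at least 1, leaving out each replicate, each replicate alone, the group means averaged, and fits of only the groups compared.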

Results

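Gene expression was compared in guts of female flies in which lark, the gene of an RNA-binding protein, was silenced or overexpressed in adult enterocytes, with and without enteric infection. The 18 libraries fall into 6 groups of 3: w1118, larkRNAi and UASlark guts, each fed sucrose (Control) or P. entomophila (Pe). Total counts averaged 27.8 ± 4 M (SD, n = 9) in Control and 24.7 ± 5.41 M (SD, n = 9) in Pe libraries. The lowest total was 17.6 M (w1118 Pe 2) and the highest 33.5 M (larkRNAi Control 2).

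The targeted gene was examined first, as it checks the labels. lark (FBgn0011640) was at 53.7 ± 19 CPM in w1118 Control, 27.6 ± 2.57 CPM in larkRNAi Control and 429 ± 262 CPM in UASlark Control guts (SD, n = 3). In Pe guts the values were 45.5 ± 13, 25.3 ± 5.42 and 518 ± 238 CPM (SD, n = 3). The highest larkRNAi library, at 30.3 CPM, was below the lowest w1118 library, at 34.4 CPM. The lowest UASlark library, at 264 CPM, was above the highest w1118 library, at 75.6 CPM. Over both treatments lark was 44.7% lower in larkRNAi guts (log2 fold change -0.85, SE 0.25, limma-voom adjusted p = 0.0164) and 8.05-fold higher in UASlark guts (3.01, SE 0.29, adjusted p = 1.15e-06), with the same direction in 6 of 6 same-numbered pairs for each. The knockdown call was lost without replicate 2 (adjusted p = 0.0941) or replicate 3 (0.0628), and ran from 0.00245 to 0.0941 over its 11 alternatives. Within Control or Pe guts alone the fall was of similar size and not called (adjusted p = 0.135 and 0.188), and the rise was called in both (6.65e-04 and 3.15e-04). The study describes lark as raised by infection in wild-type flies. Those flies may differ from the driver crosses measured here. In w1118 guts the log2 fold change was -0.14 (SE 0.37, limma-voom adjusted p = 0.865), with a 95% interval from 0.552-fold to 1.5-fold. Over the 3 genotypes it was 0.02 (SE 0.22, adjusted p = 0.955), with lark higher in the Pe library of 3 of 9 pairs and a 95% interval from 0.755-fold to 1.36-fold, and its sign changed under 4 of the 11 alternatives without a call. By replicate number it was -0.02, 0.39 and -0.29 in replicates 1, 2 and 3 (SE 0.3 each, adjusted p = 0.981, 0.3 and 0.564), with a 95% interval from 0.871-fold to 1.96-fold in replicate 2. These pooled values include libraries with a hairpin or transgene, so only the w1118 contrast bears on wild-type lark. In w1118 guts lark went from 40.9 to 34.4, 44.6 to 59.8 and 75.6 to 42.2 CPM in replicates 1, 2 and 3. In replicate 2 it went from 27.2 to 19.1 CPM in larkRNAi and from 280 to 736 CPM in UASlark guts. The annotated span of lark overlaps Cln7 and eco on the opposite strand.

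**Figure D1:**
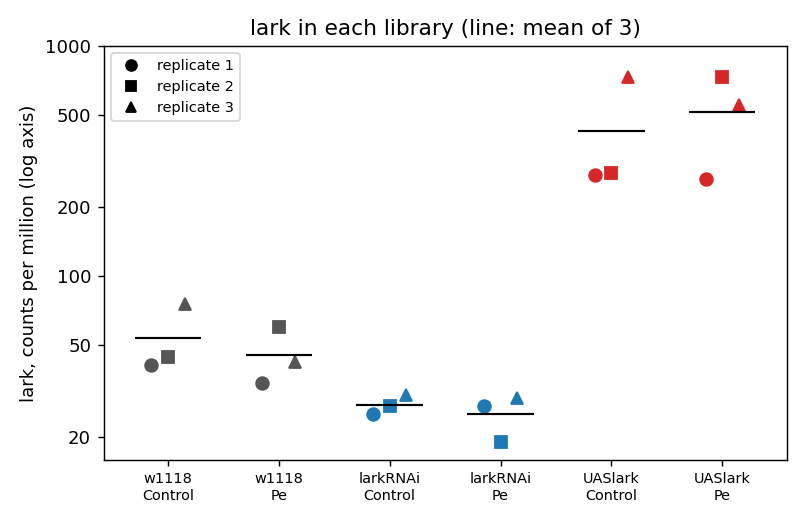
CPM of lark in each of the 18 libraries on a log axis, by genotype and treatment, with symbols for replicate numbers and a line at each mean of 3. The 6 larkRNAi libraries lie at or below 30.3 CPM and the 6 UASlark libraries at or above 264 CPM.

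The transcriptomes were then viewed by principal component analysis of log2 CPM. The first component held 27.8% of the variance. The Pe libraries of replicate 2 lay at 66.04 (w1118), 60 (larkRNAi) and 96.63 (UASlark) on it, and the highest of the other libraries at 14.04. The fourth component, with 11.8% of the variance, held the Pe libraries of replicates 1 and 3 between 23.19 and 47.77, and the highest Control library at 3.89.

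**Figure D2:**
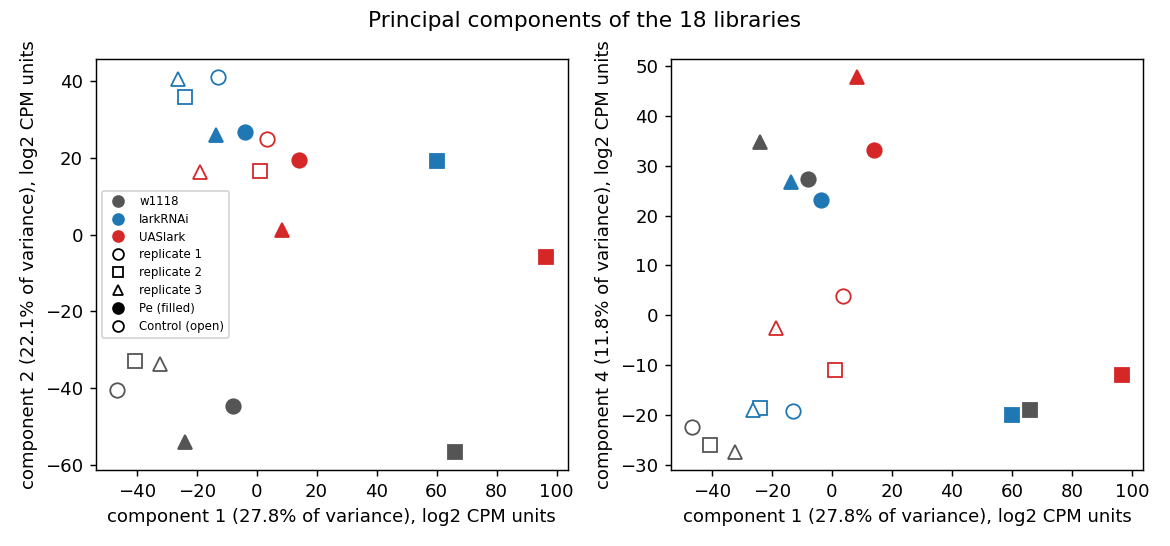
Scores of the 18 libraries on components 1 and 2 (left) and 1 and 4 (right), coloured by genotype, filled for Pe, with symbols for replicate numbers. The 3 filled squares, the Pe libraries of replicate 2, stand apart on component 1, at 60 or above.

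To find the response to infection, Pe was compared with Control over all genotypes. limma-voom called 2570 of 9912 genes (25.9%), 1237 higher and 1333 lower, and 604 of them changed at least 2-fold. The fit treats libraries as independent, but Pe libraries of one number deviated together (median correlation 0.6). Its standard errors and adjusted p-values can therefore be too small for infection in general. Replicate 1 alone, the alternative that moved the count most, gave 334 genes. It was 1496 without replicate 1 and 1170 without replicate 3. With library-size scaling 899 genes were higher and 1771 lower. The largest rises that held in 9 of 9 pairs were those of the antimicrobial peptide genes AttC (FBgn0041579, log2 fold change 7.38, SE 1.01, limma-voom adjusted p = 6.07e-05), DptB (FBgn0034407, 7.28, SE 0.35, 1.16e-09) and DptA (FBgn0004240, 5.79, SE 0.29, 1.45e-09). DptA rose from 0.558 ± 0.55 to 41.4 ± 14.9 CPM in w1118, from 2.62 ± 0.282 to 81 ± 16.8 CPM in larkRNAi and from 0.412 ± 0.253 to 27.5 ± 3.95 CPM in UASlark guts (SD, n = 3). AttC, DptB and CG13360 overlap genes on the opposite strand, and DptA and DptB are related copies. The largest falls were CG15263 (FBgn0028853, -3.85, SE 0.84, adjusted p = 0.00299), CG13360 (FBgn0025620, -2.89, SE 0.53, 8.30e-04) and CG4716 (FBgn0033820, -2.76, SE 0.39, 9.49e-05), lower in 9 of 9 pairs.

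Among panel genes, AttA (FBgn0012042) rose by a log2 fold change of 6.66 (SE 0.54, limma-voom adjusted p = 3.26e-07), upd3 (FBgn0053542) by 2.39 (SE 0.53, 0.00351) and Socs36E (FBgn0041184) by 2.77 (SE 0.59, 0.00253), each in 9 of 9 pairs. The change of puc (FBgn0243512, 0.87, SE 0.3, adjusted p = 0.0439) was seen in 6 of 9 pairs and was not called without any of the 3 replicates in turn, at adjusted p from 0.0588 to 0.256 (from 0.00359 to 0.256 over 11 alternatives). It was also lost with library-size scaling (0.0687), without a filter (0.0625) and with sample quality weights (0.182). Socs36E and puc overlap genes on the opposite strand. PGRP-SC2, Myo31DF, pros and Tk were not called (adjusted p = 0.611, 0.123, 0.42 and 0.107). Tk was called with sample quality weights (-0.25, adjusted p = 0.0229, from 0.0229 to 0.276 over 11 alternatives). Hsp22 had 0 reads in all 18 libraries, which allows up to 0.171 CPM in the smallest library by counting error alone. Its annotated span overlaps CG4456 on the same strand, and HTSeq leaves out reads it cannot assign to a single gene, so its level is uncertain.

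Because the study describes its replicates as unequally infected, the effect was estimated for each replicate number. It was called at 684 genes in replicate 1 (431 higher, 253 lower), 4938 in replicate 2 (2466 higher, 2472 lower) and 1657 in replicate 3 (947 higher, 710 lower). The SD of its log2 fold changes across genes was 0.58, 1.08 and 0.69 in replicates 1, 2 and 3. Replicate 2 thus best matches the replicate that the study kept, which is not named in the sources used here. With library-size scaling, 669 of 1820 genes were higher in replicate 3, where the median over all genes moved from 0.01 to -0.12. The joint test called a difference between numbers at 2632 genes (26.6%). With sample quality weights, the alternative that moved this most, it was 4050. Across genes, the effects of replicates 1 and 3 had a Pearson's r of 0.79 (Spearman's rho 0.72), those of 1 and 2 an r of 0.44 (rho 0.38) and those of 2 and 3 an r of 0.38 (rho 0.28). DptA rose alike in all 3 (5.81, 5.97 and 5.38, joint adjusted p = 0.832). Socs36E rose by 1.47, 5.15 and 1.65 (joint adjusted p = 0.00487) and puc by 0.32, 2.02 and 0.23 (joint adjusted p = 0.00238). The named falls after infection also differed. CG15263 was at -2.51, -6.73 and -2.57 (joint adjusted p = 0.0414). CG13360 was at -1.69, -5.15 and -2.02 (0.0123), and CG4716 at -3.29, -1.26 and -3.53 (0.0342). Leaving out a replicate, these falls ran from -4.451 to -2.673, from -3.489 to -1.883 and from -3.387 to -2.297. In replicate 2 PGRP-SC2 was called lower (-1.85, SE 0.5, adjusted p = 0.00758) and Myo31DF higher (0.62, SE 0.22, 0.0327), and neither was called in the other replicates or in the joint test (0.0538 and 0.452). Of 381 genes called in all 3 numbers, 346 had the same direction in each.

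**Figure D3:**
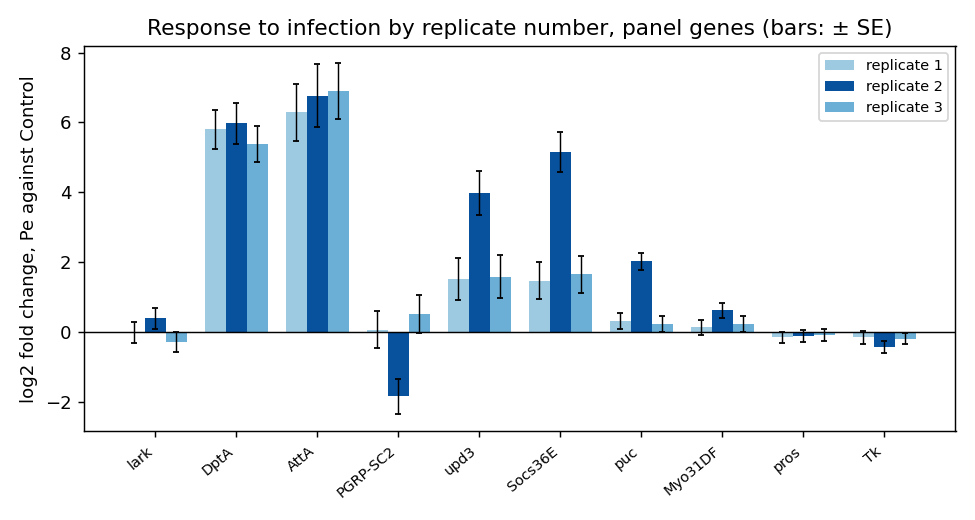
Log2 fold change of Pe against Control for the tested panel genes, estimated for each replicate number from its 6 libraries, with standard errors. DptA and AttA stand above 5 in every number, and Socs36E reaches 5.15 in replicate 2 against 1.47 and 1.65.

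Infection was next compared within each genotype. limma-voom called 681 genes in w1118 (331 higher, 350 lower), 186 in larkRNAi (112 higher, 74 lower) and 246 in UASlark guts (120 higher, 126 lower). With a replicate block these counts were 1089, 301 and 438. Without replicate 1 they were 106, 13 and 52, and without replicate 3 they were 106, 12 and 3. The UASlark count was 136 without replicate 2. The call sets of w1118 and larkRNAi shared 154 genes, and those of w1118 and UASlark 187, all in the same direction. With library-size scaling 263 of the w1118 genes were higher and 459 lower. Whether the response differed between genotypes was tested by interactions. limma-voom called 0 genes for knockdown and 0 for overexpression, with 226 and 262 genes at an unadjusted p under 0.05 (2.28% and 2.64%). edgeR also called 0 and 0, DESeq2 7 and 5, and limma-voom with sample quality weights 4 and 0. In simulations of the knockdown interaction 0 of 200 genes changed 2-fold were recovered. Differences of that size were thus not detectable by this limma-voom fit with 3 libraries per group. The fit has no term for replicate number by treatment. Deviations shared by Pe libraries of one number (median correlation 0.6) therefore stay in its residual, and the limit holds for this fit only. Without any difference a share near 0.05 of genes would have an unadjusted p under 0.05, and both shares were lower. The test was thus likely conservative, and its 0 calls do not show equal responses.

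The effect of lark knockdown over both treatments was called at 2516 genes (1421 higher, 1095 lower), and 1219 of them changed at least 2-fold. Each lark genotype had another father than the w1118 cross. Effects of lark on other genes can thus not be told apart from genetic background, here or under overexpression. Sample quality weights moved the count most upward, to 4811, and replicate 2 alone most downward, to 781. It was 1185 without replicate 1 and 1272 without replicate 3. The largest rises were CG10936 (FBgn0034253, log2 fold change 7.63, SE 0.34, limma-voom adjusted p = 1.44e-10), LysB (FBgn0004425, 7.14, SE 0.92, 1.82e-05) and LysD (FBgn0004427, 6.72, SE 1.32, 0.00101). CG10936 was at 0.368 ± 0.0813 CPM in w1118 Control and 47.6 ± 5.79 CPM in larkRNAi Control guts (SD, n = 3). Its span overlaps rhi and Oxp, and LysB and LysD belong to a family of close copies, so their counts are uncertain. The largest falls were ninaD (FBgn0002939, -8.47, SE 1.16, adjusted p = 3.38e-05), CG16762 (FBgn0035343, -5.78, SE 1.89, 0.0319) and Muc14A (FBgn0052580, -5.54, SE 0.59, 2.87e-06). CG16762 was not called without replicate 2 (adjusted p = 0.118, from 0.0155 to 0.118 over 11 alternatives), and its span overlaps a gene on the opposite strand. All 6 genes had the same direction in 6 of 6 pairs. Within Control guts 1230 genes were called (764 higher, 466 lower) and within Pe guts 1015 (664 higher, 351 lower), and 722 were called in both, all in the same direction. Without replicate 1 these counts were 322 and 249, without replicate 3 they were 352 and 81, and the Pe count was 1530 without replicate 2.

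Overexpression of lark over both treatments was called at 2786 genes (1512 higher, 1274 lower), with 1216 changed at least 2-fold. The count was 1179 without replicate 1 and 1675 without replicate 3. Library-size scaling called 2782 genes, 2017 higher and 765 lower, and moved the median over all genes from -0.03 to 0.12 on the log2 scale. The largest rises were snoRNA:Me18S-C1968 (FBgn0086027, log2 fold change 4.65, SE 0.64, limma-voom adjusted p = 3.76e-05), lncRNA:CR32385 (FBgn0047205, 4.54, SE 0.51, 6.33e-06) and Mov10 (FBgn0034187, 4.41, SE 0.45, 2.26e-06). The first lies within Swim on the same strand, and lncRNA:CR32385, Mov10 and CG17192 overlap genes on the opposite strand. The largest falls were CG17192 (FBgn0039472, -6.5, SE 0.64, adjusted p = 1.55e-06), CG32379 (FBgn0052379, -6.29, SE 0.31, 1.45e-09) and ninaD (-5.39, SE 0.8, 7.99e-05). ninaD was at 355 ± 68.1 CPM in w1118, 0.612 ± 0.157 in larkRNAi and 12.5 ± 8.48 in UASlark Control guts (SD, n = 3). Within Control guts 1254 genes were called (742 higher, 512 lower) and within Pe guts 1070 (687 higher, 383 lower), and 760 were called in both, all in the same direction. Without replicate 1 these counts were 203 and 164, and without replicate 3 they were 364 and 139. With library-size scaling the higher calls were 911 of 1253 and 957 of 1228.

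Among the panel genes, Myo31DF (FBgn0086347) fell in larkRNAi (-1.18, SE 0.18, limma-voom adjusted p = 1.22e-04) and rose in UASlark guts (0.76, SE 0.2, 0.00793), in 6 of 6 pairs each. The latter call was lost without replicate 3 (adjusted p = 0.111, from 4.59e-04 to 0.111 over 11 alternatives). pros (FBgn0004595, 1.09, SE 0.14, adjusted p = 1.52e-05) and Tk (FBgn0037976, 1.02, SE 0.15, 7.36e-05) rose in UASlark guts, with adjusted p of 0.633 and 0.747 in larkRNAi guts. Myo31DF and Tk overlap a gene on the opposite strand and pros overlaps genes on both strands, so their counts are uncertain. Whether the effects on pros and Tk differed between the lark genotypes was not tested. DptA was higher in larkRNAi guts (1.42, SE 0.29, adjusted p = 0.00146), and this call was lost without replicate 1 (0.0754, from 1.18e-05 to 0.0754 over 11 alternatives). The calls of AttA in larkRNAi guts (1.23, SE 0.4, adjusted p = 0.0292, 5 of 6 pairs) and of upd3 (2, SE 0.66, 0.0304) and puc (1.15, SE 0.37, 0.0282) in UASlark guts, each in 6 of 6 pairs, were lost without replicate 1 (0.274, 0.281 and 0.196) and without replicate 3 (0.221, 0.074 and 0.0617). The AttA call was also lost without a filter (0.0587) and the upd3 call in edgeR (0.0685). Over their alternatives the adjusted p ran from 0.0029 to 0.274, from 8.69e-04 to 0.281 and from 5.89e-05 to 0.196. Other calls were gained without replicate 2 and with sample quality weights: in larkRNAi guts those of upd3 (adjusted p = 0.0325 and 0.0128), Socs36E (0.0346 and 0.0205) and puc (0.0292 and 0.00142), and in UASlark guts that of Socs36E (0.034 and 0.00976). Over 11 alternatives these ran from 0.0128 to 0.611, from 0.0205 to 0.836, from 0.00142 to 0.368 and from 0.00976 to 0.501.

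The study compares the fold changes of the 3 effects in pairs. Across genes, knockdown and overexpression effects had a Pearson's r of 0.55 (Spearman's rho 0.57). Unchanged groups simulated against the same w1118 libraries gave a mean r of 0.5, from 0.48 to 0.53. Where the effects shared no library, knockdown in Control against overexpression in Pe guts gave an r of 0.46, and knockdown in Pe against overexpression in Control guts an r of 0.44. In these pairs of effects 455 and 428 genes were called in both, against 133 and 128 for independent calls, and 429 and 411 of them had the same direction. Over both treatments the directions matched at 71.8% of all genes, against 66.8% in the simulated unchanged groups. Both effects were called at 1317 genes. Of these, 706 were higher in both, 536 lower in both and 75 opposite. Infection and knockdown effects had an r of -0.02 (rho -0.03), and infection and overexpression effects an r of 0 (rho 0), where unchanged groups gave a mean of -0.01 in both cases.

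**Figure D4:**
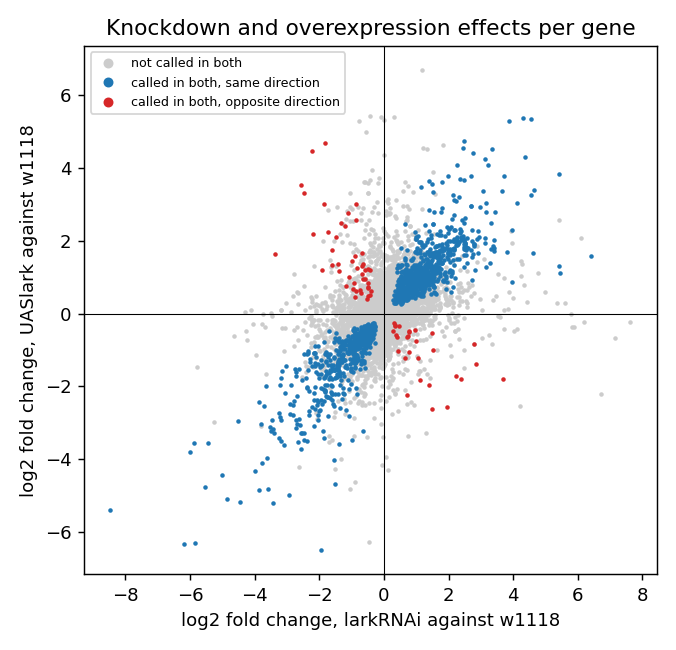
Log2 fold change of larkRNAi (x axis) and UASlark (y axis) against w1118 for 9912 genes over both treatments, with genes called in both effects in colour. Same-direction calls (1242 genes) outnumber opposite ones (75 genes).

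Hand-written gene lists were tested for the 3 effects with camera. For infection, 6 of 14 lists were called. Antimicrobial peptides rose most (median log2 fold change 5.79, 13 genes, camera adjusted p = 4.16e-18), with 13 of 13 called over all genes and 13 adjusted over the list alone. Imd pathway genes (1.79, adjusted p = 1.60e-07), JAK-STAT and damage signals (1.24, 0.00195), heat shock and oxidative stress genes (0.39, 0.00743) and splicing factors (0.14, 0.00931) also rose, and digestive enzymes fell (-0.76, 0.00931). Adjusted over the list alone, the called genes were 8 of 10 Imd genes (8 over all genes), 8 of 12 JAK-STAT genes (7), 5 of 17 stress genes (5), 9 of 33 splicing factors (9) and 2 of 41 digestive enzymes (2). Without replicate 2 the digestive enzyme median was 0.009 (adjusted p = 0.861) and the JAK-STAT list was not called (0.114), and without replicate 3 the stress list was not (0.0639). Over 7 alternatives these adjusted p ran from 2.30e-06 to 0.861, from 8.40e-05 to 0.502 and from 3.09e-04 to 0.361. For knockdown 7 lists were called and for overexpression 9. Chromosome segregation genes rose by a median of 1.65 in larkRNAi (34 genes, camera adjusted p = 1.27e-16) and 1.32 in UASlark guts (5.79e-12), with 24 and 23 genes called over all genes and 25 and 25 adjusted over the list alone. DNA replication genes rose by 1.48 (6.22e-13) and 1.4 (1.06e-10), and stem cell and enteroblast markers by 1.35 (5.32e-08) and 1.09 (1.07e-04). Of 26 replication genes 18 and 19 were called over all genes, and 21 and 19 adjusted over the list alone. Of 10 stem cell genes 9 and 7 were called over all genes, and 9 and 8 adjusted over the list alone. Cell fate determination and cell recognition lists rose by 0.29 (0.0265) and 0.37 (0.00704) in larkRNAi and by 0.86 (1.23e-06) and 0.6 (4.59e-05) in UASlark guts. Without replicate 2 the larkRNAi calls of both were lost (0.113 and 0.0864, from 0.00391 to 0.502 and from 0.00123 to 0.442 over 7 alternatives). Antimicrobial peptides (1.22, 0.00211) and Imd genes (0.75, 0.0154) rose in larkRNAi guts. Digestive enzymes fell in UASlark guts (-1.42, 2.65e-06) while enteroendocrine markers (0.79, 1.44e-05), JAK-STAT and damage signals (0.88, 0.00704) and enterocyte markers (0.59, 0.0125) rose. The enterocyte call was lost without replicate 1 (0.0553, from 0.00116 to 0.252 over 7 alternatives). Of the 22 calls, 21 held under fry, the exception being digestive enzymes after infection (adjusted p = 0.266). With an estimated correlation 6 held: antimicrobial peptides and Imd genes for infection, and chromosome segregation and stem cell lists for both lark genotypes. Median, mean and test differed in sign only among lists that were not called.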

Values the study reported

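By RT-qPCR on guts of infected flies, the study reported a knockdown of lark of up to 80% and an overexpression of 80 to 100 times the wild-type level. It also described lark as raised by infection in wild-type flies. The study performed 3 replicates of the lark experiment and kept a single replicate, since the others were judged to be weakly infected.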

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

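Among the tests below, those of swapped libraries, of a batch shared by both treatments, of a response differing only in strength and of the run were chosen after the results had been seen. Those of depth, abundant genes, gene length, tubule RNA and other groupings were stated before they were run.

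The response to infection differed between replicate numbers at 2632 of 9912 genes in the joint limma-voom test. Other groupings of the libraries into numbers, drawn at random within genotype and treatment, gave as many genes in 5 of 100 cases, the real grouping included, so chance is not excluded by that count. A first draw, which could count a grouping more than once, gave 1 fewer, and the share lies at the limit of 0.05. All 4 other groupings that reached the count keep the 3 Pe libraries of replicate 2 together, as 11 of the groupings drawn do. With these libraries apart, the largest count was 1231.

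Several technical explanations were weighed. After thinning each library to 17577900 counts, 2429 genes differed, which argues against depth. Without the 31 genes that rank among the 10 most abundant of any library the count was 2639. With each library's trend on exon length removed it was 2550, against 2434 before removal among the 9134 genes (92.2%) with a length. With the level of a list of Malpighian tubule genes as a covariate it fell to 1817, within the 1.5 times set beforehand, so carried tubule RNA is unlikely to be the whole cause and a part is left open. A swap of a Pe and a Control library would lower antimicrobial peptides in that pair, but their median was higher in the Pe library in 9 of 9 pairs, by 4.33 to 6.13 on the log2 scale. A batch that acts alike on both treatments of a number is taken up by the number term of the fit. Correlations of Control libraries, at most 0.07 in number 2 and 0.45 in numbers 1 and 3, therefore decide nothing here.

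A response that differs only in strength would keep its direction. Of the genes called in all 3 numbers, 35 were called in opposite directions in replicate 2 and in both others, and at most 0 were in 20 simulations of a single scaled response. Among these 35, 32 rose in replicates 1 and 3 and fell in replicate 2. They include Polr1A (0.76, -0.53 and 0.71 on the log2 scale in replicates 1, 2 and 3), Rrp5 (0.86, -0.44, 0.74), NHP2 (0.66, -0.51, 0.76) and Mybbp1A (0.92, -0.58, 0.77), chosen after their values were seen. A candidate explanation is that the guts of replicate 2 were at another stage of the infection at 4 h, which was not tested. The run of the experiment cannot be told apart from the replicate number, as the 2632 genes follow both, and the bacterial culture or the dose taken up stays open.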

How the results depend on the processing

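None of the alternatives was chosen after the results had been seen. Of 216 counts of called genes or lists under alternatives, 146 stayed within 1.5 times and 70 did not. Of the values of genes named by size of change, 197 of 198 kept their direction and call, the exception being CG16762 without replicate 2. Of panel gene values 260 of 297 did, as did 131 of 154 for single gene lists and 99 of 110 for lark. The cause of the moves was not tested unless stated.

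Sample quality weights gave 4811 genes for knockdown, 4851 for overexpression, 1451, 2495 and 645 for infection in w1118, larkRNAi and UASlark, 4613 and 1903 for knockdown in Control and Pe, and 4152 and 1738 for overexpression in Control and Pe. They gave 1316 genes for infection in replicate 1, 3075 in replicate 3, 4050 for the difference between replicates and 4 for the interaction with knockdown. DESeq2 gave 1228, 486 and 647 genes for infection in w1118, larkRNAi and UASlark, 1067 in replicate 1, and 7 and 5 for the interactions with knockdown and overexpression. The replicate block gave 1089, 301 and 438 for infection in the 3 genotypes.

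Each replicate alone has 6 libraries. Replicates 1, 2 and 3 alone gave 334, 3948 and 1315 genes for infection, and 1551, 781 and 1470 for knockdown. Replicates 2 and 3 alone gave 1833 and 1088 for overexpression. With only the groups compared in the fit, infection in w1118, larkRNAi and UASlark gave 193, 110 and 21 genes, knockdown in Control and Pe 3765 and 136, and overexpression in Control and Pe 2954 and 29. A log2 fold change of at least 1, which by construction leaves fewer genes, gave 604 for infection, 1219 for knockdown, 1216 for overexpression, 426 for infection in w1118, 284, 2218 and 549 in replicates 1, 2 and 3, and 1712 for the difference between replicates.

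Leaving out a replicate in turn, which leaves 2 libraries per group, gave from 1170 to 2620 genes for infection, 1185 to 3397 for knockdown and 1179 to 3280 for overexpression. It gave 106 to 812, 12 to 204 and 3 to 136 for infection in w1118, larkRNAi and UASlark. Knockdown ranged from 322 to 1710 in Control and 81 to 1530 in Pe, and overexpression from 203 to 1713 in Control and 139 to 1498 in Pe. The interactions stayed at 0.

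For lark, the infection effect was -0.06 with library-size scaling and -0.01 without a filter, and from -0.154 to 0.167 leaving out a replicate. Leaving out a replicate, it ran from -0.452 to 0.114 in w1118, -0.252 to 0.14 in larkRNAi and -0.132 to 0.746 in UASlark. It was 0.042 in larkRNAi with quality weights. None of these was called. The knockdown effect on lark ran from -1.017 to -0.715 leaving out a replicate, lost its call without replicates 2 and 3, and gained one in Control with quality weights (-0.914, adjusted p = 0.00407, from 0.00407 to 0.427 over 11 alternatives). The overexpression effect on lark was called under 11 of 11 alternatives.

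Reversals among panel genes had no call. PGRP-SC2 after infection was 0.017 in edgeR, 0.016 in DESeq2 and 0.505 with quality weights, and -0.899 to 0.299 leaving out a replicate. PGRP-SC2 under overexpression was 0.326 in edgeR, 0.336 in DESeq2, 0.023 with library-size scaling and 0.193 with quality weights, and -0.664 to 0.596 leaving out a replicate. Leaving out a replicate gave AttA under overexpression from -0.758 to 0.232, pros under knockdown from -0.19 to 0.015 and Tk under knockdown from -0.245 to 0.027. The digestive enzyme median after infection ran from -1.239 to 0.009 in the same way.

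The correlation of knockdown and overexpression effects was 0.458 and 0.445 without a shared library. An estimated correlation called 2 lists for infection, 2 for knockdown and 2 for overexpression. In simulations, 144 of 200 genes changed 2-fold were recovered for infection over all genotypes and 22 of 200 for infection in w1118, so small changes are hard to detect in a contrast of 3 libraries against 3.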

Other observations

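The tests of the shared libraries, the genetic background, ovary RNA (follicle cells and germline) and the share of enterocytes below were chosen after the results had been seen. Those of other splits and of depth were stated before they were run.

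In other splits of the libraries, drawn within genotype or treatment, the count of called genes was reached in 1 of 100 (the real split) for infection, 1 of 100 for knockdown and 1 of 100 for overexpression, so chance is excluded for these as far as libraries are independent. For infection they are not fully so, since Pe libraries of a number deviate together, and with the run as the unit there are too few splits to exclude chance. For knockdown and overexpression, Control and Pe libraries of one genotype and number correlated with a median of 0.17, above 0.1 in 7 of 9 pairs. With such a pair as the unit there are too few splits for these effects too. Among splits that part every same-numbered pair it was 1 of 100, 1 of 32 and 1 of 32. The other splits reached at most 4, 1473 and 1879 genes for infection, knockdown and overexpression, and those that part every pair at most 1394, 683 and 537. For the 7 contrasts within a genotype or treatment and for each replicate number the real split alone, 1 of 10, reached its count, and 10 splits cannot exclude chance. For the interactions, with 0 genes, 100 of 100 splits gave as many. A count of 0 is reached by any split, so this comparison decides nothing. The other splits reached at most 1472 genes for the interaction with knockdown and 669 for that with overexpression.

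Lark was 43.3% lower in the larkRNAi libraries of Pe guts. That is lower than the value quoted from the study above, which is a maximum by another method. The log2 fold change of lark there ran from -1.114 (without replicate 1) to -0.415 (without replicate 2), and in number 2 lark was at 19.1 CPM in larkRNAi against 59.8 CPM in w1118 guts. Lark was 9.73-fold higher in the UASlark libraries of Pe guts. That too is lower than the value quoted from the study above, by the same other method.

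Knockdown and overexpression changed genes mostly in the same direction. The w1118 libraries that both comparisons share are unlikely to be the whole cause, since the lower of the correlations without a shared library was 0.44. After thinning to equal depth, 1209 genes were called in both in the same direction, against 1242 before, which argues against depth. The genetic background cannot be told apart from a shared effect of lark, since both lark genotypes had another father than the w1118 cross and the 1242 genes could follow either. Myo31DF, the gene whose promoter names the driver, is among the 75 genes that moved in opposite directions.

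Lists of cell cycle genes were higher in both lark genotypes. The median of 60 such genes was 3.06 CPM in w1118, 9.86 CPM in larkRNAi and 10.6 CPM in UASlark guts. RNA of ovary follicle cells is unlikely, since the most abundant of 19 such genes had a mean of 1.36 CPM (Fcp3C). RNA of the ovary germline is unlikely to be the whole cause. The 18 germline genes outside the cell cycle lists rose by a median of 0.0887 CPM in larkRNAi and 0.149 CPM in UASlark guts, against 3.16 and 3.68 CPM for the cell cycle genes (permutation p = 0.0085 and 0.022). Of these genes 11 and 15 rose. Some rose as much as cell cycle genes, so a part stays open: piwi from 0.156 to 3.13 and 3.6 CPM, mael from 0.964 to 5.29 and 7.36 CPM, and grk from 6.51 to 9.42 and 25.6 CPM, chosen after their values were seen. The median log2 fold change of the germline list was 0.17 and 0.61, its median level 0.385, 0.567 and 0.977 CPM in w1118, larkRNAi and UASlark guts, and its most abundant gene exu was at 24 CPM. Of 13 germline genes tested, 3 were called higher in larkRNAi and 5 in UASlark guts, among them CycB, itself a cell cycle gene. A lower share of enterocytes would raise genes of all other cells alike. In larkRNAi guts 10 stem cell genes rose by a mean of 1.39 more on the log2 scale than 29 muscle and enteroendocrine genes (permutation p = 1.0e-05, the smallest that 100000 permutations can give), and in UASlark guts by 0.63 more (permutation p = 0.0059). Genes are not independent replicates in these tests. The pooled lists differed in UASlark guts. Enteroendocrine genes rose there by a mean of 0.71 and visceral muscle genes by 0.07, against 1.03 for stem cell genes. The difference in UASlark guts thus rests mostly on muscle, and a lower share of enterocytes is left open as a part. A change of the stem cells themselves stays open too.

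Genes with enough counts to be tested were 13 of 22 in the germline list, 3 of 20 in the follicle cell list, 9 of 11 in the fat body list, 9 of 10 in the tubule list and 1 of 17 in the testis list, and no test here tells expression by gut cells from carried RNA. Fat body genes had a median of 30.7 CPM in w1118, 57.8 in larkRNAi and 45 in UASlark guts, with 4 of 9 genes called higher in larkRNAi and 2 in UASlark guts, and the most abundant, Npc2e, at 384 CPM. Malpighian tubule genes had medians of 22.1, 16.8 and 20.8 CPM, with 4 of 9 called higher after infection, 5 of 9 called in larkRNAi guts (1 higher, 4 lower, median log2 fold change -1.11), 0 called in UASlark guts and the most abundant, Ndae1, at 142 CPM. Follicle cell genes had medians of 0.019, 0.0231 and 0.0138 CPM, with 1 called lower in larkRNAi and 2 in UASlark guts and 0 called higher. Testis genes had medians of 0.0167, 0.011 and 0.0168 CPM, with 0 called and the most abundant, fzo, at 0.404 CPM.

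The transgene marker genes were read as a description of the crosses. w was higher in larkRNAi guts (log2 fold change 0.9, SE 0.22, limma-voom adjusted p = 0.00579) and not called in UASlark guts (0.58, SE 0.22, 0.0571), with 6 of 6 pairs higher in each. Its span overlaps kirre on the opposite strand. v was higher in larkRNAi guts (2.05, SE 0.35, 2.87e-04) and not called in UASlark guts (0.87, SE 0.37, 0.0915), with 6 and 5 of 6 pairs higher. y was at or below a mean of 0.14 CPM in every group. No explanation was tested for these.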
